# Profiling transcriptomes of human SH-SY5Y neuroblastoma cells exposed to maleic acid

**DOI:** 10.7717/peerj.3175

**Published:** 2017-04-05

**Authors:** Chia-Chi Wang, Yin-Chi Lin, Yin-Hua Cheng, Chun-Wei Tung

**Keywords:** Maleic acid, Toxicogenomics, Deferentially expressed gene, Intracellular calcium, Transcriptome

## Abstract

**Background:**

Maleic acid is a multi-functional chemical widely used in the field of industrial chemistry for producing food additives and food contact materials. As maleic acid may contaminate food by the release from food packages or intentional addition, it raises the concern about the effects of excessive dietary exposure to maleic acid on human health. However, the influence of maleic acid on human health has not been thoroughly studied. In silico toxicogenomics approaches have found the association between maleic acid and nervous system disease in human. The aim of this study is to experimentally explore the effects of maleic acid on human neuronal cells.

**Methods:**

A microarray-based transcriptome profiling was performed to offer a better understanding of the effects of maleic acid on human health. Gene expression profiles of human neuroblastoma SH-SY5Y cells exposed to three concentrations of maleic acid (10, 50, and 100 μM) for 24 h were analyzed. Genes which were differentially expressed in dose-dependent manners were identified and further analyzed with an enrichment analysis. The expression profile of selected genes related to the inferred functional changes was validated using quantitative polymerase chain reaction (qPCR). Specific fluorescence probes were applied to observe the inferred functional changes in maleic acid-treated neuronal cells.

**Results:**

A total of 316 differentially expressed genes (141 upregulated and 175 downregulated) were identified in response to the treatment of maleic acid. The enrichment analysis showed that DNA binding and metal ion binding were the significant molecular functions (MFs) of the neuronal cells affected by maleic acid. Maleic acid exposure decreased the expression of genes associated with calcium and thiol levels of the cells in a dose-dependent manner. The levels of intracellular calcium and thiol levels were also affected by maleic acid dose-dependent.

**Discussion:**

The exposure to maleic acid is found to decrease the cellular calcium and thiol levels in human neuronal cells at both transcriptional and functional levels. This study reported the first transcriptomic profiling of human neuronal cells treated with maleic acid. It is also the first experimental validation of chemical effects predicted by in silico toxicogenomics approaches. The proposed approach may be useful in understanding the potential effects of other poorly characterized chemicals on human health.

## Background

Maleic anhydride is readily converted into maleic acid in the presence of water. Both of maleic acid and maleic anhydride are multi-functional chemicals widely used in industrial chemical reactions, including the manufacture of alkyd resins, surface coatings, lubricants additives, plasticizers, copolymers, and agricultural chemicals (Felthouse et al., 2001, 2005; Cosmetic Ingredient Review Expert Panel, 2007). Maleic acid is also adopted as a precursor for producing food additives and may contaminate food as an impurity (Felthouse et al., 2001). The addition of maleic anhydride into modified starches has been found to enhance textures of starch-containing food products. However, the intentional addition of maleic acid and maleic anhydride has not been approved by major governmental authorities worldwide (DOH to Determine Source of Maleic Acid in Food, 2013). Given its current and anticipated future applications in industry, the effects of excessive exposure to maleic acid on human health are of great interest.

The effects of maleic acid on human health are poorly understood and mainly based on the results extrapolated from experimental animal data. The most well-known toxicity of maleic acid is nephrotoxicity in experimental animals fed with high doses of maleic acid. Maleic acid has been demonstrated to be negative to induce genotoxicity as well as reproductive and developmental toxicity with relatively low oral acute toxicity according to the current experimental animal data (Clayton & Clayton, 1981; Verani et al., 1982; Al-Bander et al., 1986; Cosmetic Ingredient Review Expert Panel, 2007). Our group has developed toxicogenomics approaches to systematically analyze the affected functions, pathways, and diseases associated with maleic acid based on chemical–protein interaction data (Lin, Wang & Tung, 2014; Tung, 2015). In addition to the known associated renal, behavioral, and gastrointestinal diseases (BIOFAX, 1970; Cosmetic Ingredient Review Expert Panel, 2007), the analyses found the new associations between maleic acid and diseases of mental health, nervous system, cardiovascular, and metabolism. Among these newly inferred diseases, the disease of nervous systems is of special interest due to the consistent analysis results of the affected pathway in the neuronal system (Lin, Wang & Tung, 2014; Tung, 2015). The effects of maleic acid on the nervous systems have been simply reported to affect seizure threshold in rats after oral uptake of a high dose of maleic acid (BIOFAX, 1970). Nevertheless, the underlying mechanism of maleic acid-mediated toxic effects on human neuronal system is still unknown.

In order to clearly understand the effects of maleic acid on neuronal functions and confirm the usefulness of using toxicogenomics approaches into inferring the effects of chemicals in human, the aim of the study is to evaluate the influence of maleic acid on neuronal functions by analyzing gene expression profiles of human SH-SY5Y neuroblastoma cells exposed to maleic acid. A total of 243 genes were identified to be differentially expressed with a dose–response relationship. An enrichment analysis on affected functions showed a consistent result with our previous analyses that metal ion binding could be disturbed by maleic acid. The treatment of maleic acid resulted in an attenuation of cellular calcium and thiol levels on SH-SY5Y cells without significant changes in cell viability. The expression levels of selected genes associated with calcium binding further confirmed the association. This study represents the first transcriptomics report on the effects of maleic acid on human neuronal cells as well as the first experimental evidence that the in silico inference from ChemDIS system is useful in understanding potential effects of chemicals on human health.

## Materials and Methods

### Reagents

All reagents were purchased from Sigma (St. Louis, MO, USA) unless otherwise stated.

### Cell lines and culture conditions

The human neuroblastoma cell line, SH-SY5Y, was purchased from ATCC (Manassas, VA, USA). Cells were cultured in a 1:1 mixture of ATCC-formulated Eagle’s minimum essential medium and F12 medium supplemented with 2 mM l-glutamine, 1% of penicillin/streptomycin, and 10% heat-inactivated fetal bovine serum (GIBCO, Gaithersburg, MD, USA) at 37 °C in 5% CO_2_. Cells were seeded at an initial density of 10^4^ cells/cm^2^ and cultured overnight prior to the treatment with various concentrations of maleic acid (Sigma-Aldrich, St. Louis, MO).

### Cell viability

Cell viability was evaluated by 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-((4-sulfophenyl)-2*H*-tetrazolium) chloride (MTS) assay (The CellTiter 96® AQ_ueous_ One Solution Cell Proliferation Assay kit) according to the manufacturer’s instruction. Briefly, cells (4 × 10^4^) were seeded in a 96-well plate overnight and then exposed to maleic acid for 24 and 48 h. MTS solution was added to each well for 4 h at 37 °C and the absorbance was read at wavelength 490 nm by a microplate reader (Thermo Varioskan Flash, Thermo, Winooski, VT, USA).

### Measurement of intracellular calcium

Fluo-4 AM, a membrane-permeable Ca^2+^-sensitive fluorescent dye, was used to measure the free cytosolic calcium. Cells were seeded at 2 × 10^4^ cells/well in 96-well clear-bottomed black microplates (Corning Costar, Tewksbury, MA, USA) for overnight. Cells were treated with serial concentrations of maleic acid and the supernatants of each well were removed. Next, the cells were washed with PBS twice and incubated with 5 μM of Fluo-4 AM (ThemoFisher) at 37 °C for 15 min. The change in fluorescence at excitation/emission of 494/506 nm was analyzed by a microplate reader (Thermo Varioskan Flash, Thermo, USA).

### Measurement of intracellular thiols

The depletion of intracellular thiols in maleic acid-treated cells was determined by CMF-DA staining. SH-SY5Y cells were seeded at 2 × 10^4^ cells/well in 96-well clear-bottomed black microplates overnight. Then, the culture medium was replaced with new medium containing maleic acid (0.1–100 μM) for 1, 8, and 24 h. After treatment, cells were washed with PBS and then stained with 25 μM of CMF-DA for 30 min at 37 °C. Then, the cells were washed twice with PBS. The change in fluorescence at excitation/emission of 488/525 nm was analyzed by a microplate reader (Thermo Varioskan Flash, Thermo, USA).

### Total RNA isolation

Total RNA was extracted from SH-SY5Y cells using the TRIzol (Qiagen, Valencia, CA, USA). The RNA samples were then treated with an RQ1 RNase-free DNase kit (Promega, Southampton, UK) according to the manufacturer’s instructions to remove contaminated DNA. The RNA concentration and purity were checked by OD260/OD280 (>1.8) and OD260/OD230 (>1.6), and the yield and quality were assessed using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### Human oligonucleotide DNA microarray

The Human Whole Genome OneArray® v6 (Phalanx Biotech Group, Hsinchu, Taiwan) contains 32,679 DNA oligonucleotide probes, and each probe is a 60-mer designed in the sense direction. Among the probes, 31,741 probes correspond to the annotated genes in RefSeq v51 and Ensembl v65 database. Besides, 938 control probes are also included. The detailed descriptions of the gene array are available from https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL19137.

### Microarray analysis

Fluorescent antisense RNA (aRNA) targets were prepared from 1 μg total RNA samples using OneArray® Amino Allyl aRNA Amplification Kit (Phalanx Biotech Group, Taiwan) and Cy5 dyes (Amersham Pharmacia, Piscataway, NJ, USA). Fluorescent targets were hybridized to the Human Whole Genome OneArray® with phalanx hybridization buffer using phalanx hybridization system. After hybridization at 50 °C for 16 h, non-specific binding targets were washed out three times. First, the slides were washed twice at 42 °C for 5 min followed by another wash at 25 °C for 5 min. The slides were then rinsed for 20 times and dried by centrifugation. Finally, the slides were scanned via an Agilent G2505C scanner (Agilent Technologies, Santa Clara, CA, USA). The Cy5 fluorescent intensities of each spot were analyzed by GenePix 4.1 software (Molecular Devices, Sunnyvale, CA, USA). The signal intensity of each spot was processed by Rosetta Resolver System® (Rosetta Biosoftware, Seattle, WA, USA). The error model of Rosetta Resolver System® could provide a judgment of the probe signal’s credibility by removing both systematic and random errors within the data. Unreliable spots with a flag less than zero were filtered out. Spots that passed the criteria were normalized by 50% median-scaling normalization method. The technical repeat data was tested by Pearson correlation coefficients to check the reproducibility (*r* > 0.975). Normalized spot intensities were transformed into gene expression log_2_ ratios between the control and treatment groups. The data discussed in this study have been deposited in NCBI’s Gene Expression Omnibus (Edgar, Domrachev & Lash, 2002) and are accessible through GEO series accession number GSE86510.

For the identification of differentially expressed genes, fold changes of probes are first calculated based on the ratio error model from Rosetta Resolver System® (Weng et al., 2006). Probes with a fold change larger than two are considered as differentially expressed genes. Compared to the conventional *t*-test, the error model helps to reduce false positives in comparison of gene expressions in two treatments with multiple replicates. In addition to the identification of differentially expressed genes based on the Rosetta error model, the average values of technical replicates were also calculated for creating a heatmap for visualization as shown in Fig. 1.

**Figure 1:**
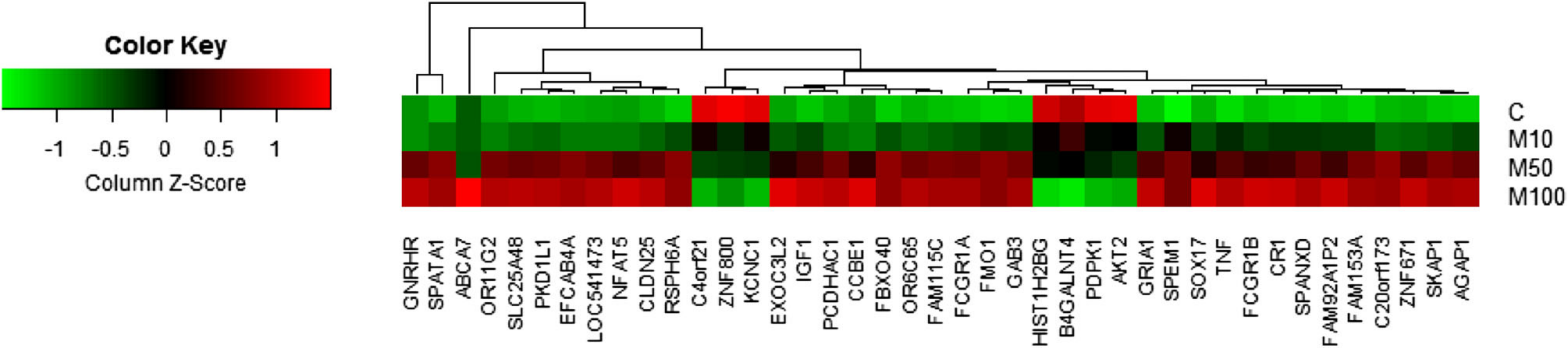
Heatmap of genes with a dose-dependent trend. Each spot represents the average value of technical replicates.

### Enrichment analysis

Enrichment-analysis tools were implemented and integrated into ChemDIS (Tung, 2015) in order to analyze functions, pathways, and diseases from a given set of differentially expressed genes. For enriched functions, clusterProfiler (Yu et al., 2012) providing comprehensive enrichment analysis functionalities was applied to analyze enriched gene ontology (GO) terms for MF, biological process (BP), and cellular component (CC). The enriched KEGG (Kanehisa et al., 2014) and Reactome (Croft et al., 2014) pathways were analyzed using clusterProfiler and ReactomePA (Yu & He, 2016), respectively. For inferring diseases affected by a given chemical, enriched DO (Kibbe et al., 2015), and DOLite (Du et al., 2009) terms will be analyzed using DOSE package (Yu et al., 2015). DOLite is a simplified vocabulary list of DO, a standardized ontology connecting human proteins to diseases. All the enrichment analyses are based on hypergeometric tests with the Benjamini–Hochberg approach (Du et al., 2009) for multiple-testing corrections. Enriched terms with a corrected *p*-value <0.05 will be identified. The enrichment analysis function of ChemDIS is freely available at http://cwtung.kmu.edutw/chemdis and the analysis in this study is reproducible using the service.

### Real-time reverse transcription-polymerase chain reactions

The concentration of RNA was determined by measuring its absorbance at 260 nm with a microplate reader (Thermo Varioskan Flash, Thermo, USA). Two micrograms of total RNA collected from each sample were reverse-transcribed through RevertAid RT Kit (Thermo) into cDNA products using oligo-dT as the primer. Real-time polymerase chain reaction (PCR) was performed in a 96-well optical tray by an ABI PRISM® 7900HT Sequence Detection System (Applied Biosystems, Cheshire, UK). During the real-time reverse transcription-polymerase chain reaction (RT-PCR) process, we used Luminaris Color HiGreen High ROX qPCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) which offered a highly specific and sensitive method to quantify mRNA expressions. The HPRT gene was used as an endogenous control to normalize the expressions of target genes. The primers are: 5′-GTTCTGGACACCAACAAGGAC3′ and 5′-TCGTGGCAGTAGAGACA-GAGG-3′ for S100A3, 5′-AACTACTCTGGCAGGATCTGGA-3′ and 5′-AGGGGG-TTAGGGATGAGGCT-3′ for GGT5, 5′-GCTAAAGGTTTTGGAGCCCAC-3′ and 5′-AGAGTGGAGAGACATAGAGATGGT-3′ for GRIA1, 5′-GTTCTCCTTCATCCTATTTATGTGG-3′ and 5′-CCCTGTCCAAATCCTAACCCC-3′ for GNRHR, and 5′-TCAGTCAACGGGGGACATAAA-3′ and 5′-GGGGCTGTACTGCTTAACCAG-3′ for HPRT.

### Statistical analysis

The data of cell viability, cellular levels of calcium and thiols, and RNA expression were presented as mean values and standard errors. One-way analysis of variance was adopted for multiple comparisons, and Dunnett’s two-tailed *t*-test was used to compare the results of the treatment groups with those of the control group using JMP statistical software (Cary, NC, USA). *p* < 0.05 was defined as statistically significant.

## Results and Discussion

### Transcriptome profiling and differentially expressed genes

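SH-SY5Y is an established human neuroblastoma cell line that is used as a model of neuronal cells. Cells were left untreated or were exposed for 24 h to maleic acid, a small dicarboxylic acid, at 10, 50 or 100 μM. The RNA of each of the 4 doses was measured on 2 Human Whole Genome OneArray slides with a single dye, Cy5, which gave 8 arrays. Both arrays of a dose were technical replicates of 1 RNA sample. The spread between them therefore covers the array measurement and not the difference between separate cultures, for which there was no replicate. The authors read the spots with GenePix, processed them with Rosetta Resolver, filtered out spots with a flag below 0 and named a median scaling. The deposited values are linear intensities of 31741 probes, which had not been brought to a common median. The median intensity was 484 and 479 on the control arrays, 405 and 336 at 10 μM, 488 and 524 at 50 μM, and 360 and 414 at 100 μM. The control arrays also had a wider range between dim and bright probes, with a ratio of the 95th to the 25th percentile of 372 and 328, against 157 to 227 on the treated arrays. For the values given here, intensities under 1 were set to 1, log2 was taken and the arrays were brought to a common distribution by quantile normalization. Quantile normalization was chosen after the deposited values had been seen and counted under several normalizations. With median scaling, the dimmest of 5 equal groups of probes had a median log2 difference of 0.73 between 100 μM and the control and the brightest one of −0.29, so that counts of probes depend on this choice. A log2 fold below is the mean of both arrays at 100 μM minus the mean of both control arrays, and its standard error (SE) comes from a limma fit over the 8 arrays. Differences with an adjusted p under 0.05 in that fit are called beyond array noise, and they compare the RNA samples, not the conditions. Of the probes, 24658 had 1 gene symbol, 1002 had several and 6081 were unnamed here, and those with 1 symbol stood for 18255 genes. The number of arrays limits the precision of the values. Of the 468 genes of the lists below that were beyond array noise, 134 stayed so without the first and 144 without the second control array.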

To understand more about the effects of maleic acid on neuronal cells, the gene expression profiles of SH-SY5Y cells treated with three doses (10, 50, and 100 μM) of maleic acid were examined. The assessment of variability, which comes from biological and technical replicates, is an important concern for microarray experiments. However, a high intra-platform consistency of microarray experiments for both technical and biological replicates has been observed with correlation coefficients higher than 0.9 (Tan et al., 2003). Compound-induced changes have also been shown to outweigh the influence of the technical and biological variability in a microarray experiment (Bryant et al., 2011).

To minimize the selection bias caused by biological variability, this study adopted a scheme of three treatments with different doses in the experimental group versus one control, and only differentially expressed genes with monotonically increased or decreased expression values were considered for the following analysis. In addition, two technical replicates of each sample were utilized to confirm the reproducibility. 

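HPRT1, an enzyme of purine salvage and the reference gene of the study's real-time qPCR, had log2 intensities of 14.49 and 14.10 on the control arrays and of 14.25 and 14.33 at 100 μM. At the doses between, HPRT1 was lower, with 13.99 and 13.60 at 10 μM and 13.77 and 13.65 at 50 μM. PIK3R1, a regulatory subunit of phosphoinositide 3-kinase, had 8.65 and 8.67 on the control arrays and 7.10 and 7.12 at 100 μM, a difference larger than that between technical replicates. Single spots could part widely. The probe of POLD3, a subunit of DNA polymerase delta, had deposited intensities of 3380 and 14 on the arrays at 10 μM and of 4356 and 29 at 50 μM. The probe of ABCA7, a lipid transporter, had 4134 and 95 at 100 μM. Across all probes, which are not independent replicates, Pearson's r of the log2 values between both arrays of a dose was 0.992 for the control, 0.993 at 10 μM, 0.993 at 50 μM and 0.989 at 100 μM. Over the 24 pairs of arrays from different doses, r lay between 0.979 and 0.993, with a median of 0.987. From the control to the highest dose, 627, 542, 570 and 838 probes were over 2-fold apart between the technical replicates.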

The monotonically increased/decreased genes were identified by applying simple filtering rules. Given a candidate gene with four expression values, the following rule was applied to define a monotonically increased gene. IF (*H* > *M*) AND (*M* > *L*) AND (*L* > *N*) THEN the gene is a monotonically increased genes, where *H*, *M*, *L*, and *N* represent its expression values for the treatments of maleic acid in different doses (100, 50, 10, and 0 μM), respectively.

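IGF1, the insulin-like growth factor, had mean log2 intensities of 7.25, 8.20, 8.32 and 9.12 from 0 to 100 μM on its dimmer probe. Its brighter probe had a log2 fold of 0.71 (SE 0.24), monotonic but under 2-fold and not beyond array noise. EXOC3L2, a gene of the exocyst family, had 7.26, 8.03, 8.37 and 9.49 over the same doses. PIK3R1 had 8.66, 7.89, 7.50 and 7.11, and the zinc finger gene ZNF121 had 8.22, 7.57, 7.18 and 6.68. For each of these genes, both arrays at 100 μM lay on the same side of both control arrays. The rule by which they were chosen required this, so it is not evidence of a difference. For probes not chosen so, 33.3% of the splits of 2 against 2 values give it by chance in either direction. Of all probes, 2857 met the rule for increased and 2941 that for decreased expression at any fold. Among the increased probes that were also over 2-fold, the median step was 0.63 on the log2 scale from 0 to 10 μM, 0.15 from 10 to 50 μM and 0.34 from 50 to 100 μM. Among the decreased ones, it was −0.45, −0.21 and −0.47. A trend over the rank of the dose was fitted with limma to the 4 averaged samples, with 2 residual degrees of freedom. It passed an adjusted p of 0.05 for 0 increased and 0 decreased probes, with a lowest adjusted p of 0.197, and an unadjusted p of 0.05 for 3032 and 2483. In the unscaled values, 176 increased and 46 decreased probes passed the adjusted p.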

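At 100 μM, 914 probes were over 2-fold higher and 333 over 2-fold lower than in the control, and 219 and 160 of them were also monotonic. Among the highest of the monotonic ones were EXOC3L2 with a log2 fold of 2.23 (SE 0.23, adjusted p = 0.00366 from limma), IGFN1 with 2.20 (SE 0.21), IGF1 with 1.87 (SE 0.093), MS4A7 with 1.69 (SE 0.19) and BANK1, a scaffold protein of B cells, with 1.70 (SE 0.40). Among the lowest were CNOT6L, which shortens the tails of mRNA, with −1.83 (SE 0.33), PIK3R1 with −1.55 (SE 0.16) and ZNF121 with −1.53 (SE 0.10). ABCA7 with 3.28 (SE 1.66), ZGRF1 with −3.30 (SE 1.41) and SLC27A6 with −1.61 (SE 0.75) were not beyond array noise. The value table used here holds no background level, and a normalized intensity of 50, chosen after the values had been seen, was taken as background. Where both arrays of the control or both at 100 μM lay under it, the fold is only a bound. TMEM185A, with deposited intensities of 5352 and 4780 in the control and of 6 and 25 at 100 μM, was at least 77.5-fold lower, SPRR3, a protein of epithelial envelopes, at least 3.25-fold and ACSF3 at least 1.49-fold lower. For TMEM185A, which had 1 probe, a loss of the transcript and spots that failed on the arrays at 100 μM cannot be told apart. SPESP1, a sperm protein, was at least 2.07-fold higher and AOX2P at least 1.34-fold. POLD3, with 5043 and 5001 in the control and 4 and 23 at 100 μM, would be at least 76.7-fold lower but was not beyond array noise. C4BPB, with 257 and 29 in the control and 12 and 37 at 100 μM, had 1 control array under background as well, and HIGD1B and NEXN were under it in the control and on 1 array at 100 μM. These 3 are given no bound and were not beyond array noise. Second probes of MS4A7, with 0.83 (SE 0.15, adjusted p = 0.0147 from limma), and of ZGRF1, with −0.92 (SE 0.16, adjusted p = 0.0131 from limma), were beyond array noise in the same direction. Those of IGF1, SPRR3, CNOT6L, ACSF3 and C4BPB had 0.71, 0.21, −0.095, −0.10 and 0.70, not beyond array noise, and further probes of IGFN1, MS4A7 and NEXN were under background at both doses. Of all monotonic probes over 2-fold, 53 upregulated and 38 downregulated ones were under background on both arrays of the control or of 100 μM, and against the mean of the other dose only 4 and 6 of these had a bound over 2-fold. The other 166 and 122 had at least 1 array at or above it at each of the 2 doses. Of the monotonic probes over 2-fold, 180 upregulated and 136 downregulated ones were beyond array noise, and 112 and 140 were dimmer than the median probe. Cyclic loess gave 1339 higher and 641 lower probes (392 and 261 monotonic), median scaling, added after the values had been seen, 3357 and 326 (738 and 155), and no scaling 1670 and 1879 (396 and 43). Without the second array at 100 μM the counts were 1467 and 700 (640 and 266), without the first 886 and 360 (144 and 166).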

A total of 389 differentially expressed probes (191 upregulated and 198 downregulated) were identified with more than twofold changes over control after applying the highest dose (100 μM) of maleic acid (Table S1). To remove probes without corresponding gene annotations, 46 and 9 probes with keywords of “NA” and “uncharacterized,” respectively, in the corresponding description field were excluded from subsequent analysis. 

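The monotonic probes over 2-fold with 1 gene symbol stood for 138 upregulated and 135 downregulated genes, 272 in all, with probes of ZNF326 in both directions. Groups of stress genes were compared over the mean of each gene's probes. Over all 18255 genes, 1524 were higher and 2165 lower at 100 μM beyond array noise, which is the background for the counts of this and later lists. Of 36 targets of NRF2, the transcription factor of the response to electrophiles, 8 were higher at 100 μM beyond array noise, 1 was lower and 27 did not pass (9 and 2 when adjusted over the list alone). The aldo-keto reductase AKR1B10, under background in the control, was at least 2.58-fold higher. TRIM16L had a log2 fold of 1.01 (SE 0.20) and OSGIN1 0.81 (SE 0.10), whereas GCLM, a subunit of the enzyme that starts glutathione synthesis, had −0.60 (SE 0.094). Of 22 inflammatory genes, TNF with 1.32 (SE 0.13), CXCL8 with 0.83 (SE 0.17) and IL1B with 0.72 (SE 0.14) were higher and 0 were lower (3 and 0 when adjusted over the list alone, 6 and 1 at an unadjusted p under 0.05). Camera gave this list an adjusted p of 0.011 with a preset correlation of 0.01 and of 0.272 with an estimated correlation. Of 38 genes of the unfolded protein and ATF4 response, 3 were higher and 0 lower (2 and 0 when adjusted over the list alone, 10 and 4 at an unadjusted p under 0.05), namely CEBPB with 0.70 (SE 0.094), NUPR1 with 0.64 (SE 0.15) and XBP1 with 0.52 (SE 0.083) (XBP1 −0.12 in the unscaled values, in which the median over all probes was −0.34). The median of this list was 0.13, at percentile 99.75 of random lists of the same brightness. Camera gave an adjusted p of 0.043 with the preset and of 0.41 with an estimated correlation. With median scaling the median was −0.10 at percentile 99.58, and with no scaling −0.42 at percentile 99.58. Of 16 heat shock genes, 3 were higher and 2 lower (4 and 4 when adjusted over the list alone), with 0.63 (SE 0.15) for the cochaperone BAG3 and −0.50 (SE 0.079) for HSP90AA1. Among 7 metallothioneins, MT1A was higher with 0.61 (SE 0.15) and 0 were lower (1 and 0 when adjusted over the list alone, 2 and 0 at an unadjusted p under 0.05). Of 12 reference genes of qPCR, 0 were higher and 0 lower (0 and 0 when adjusted over the list alone, 1 and 0 at an unadjusted p under 0.05).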

Finally, 243 differentially expressed genes were identified (113 upregulated and 130 downregulated). Detail information for the 243 differentially expressed genes is available in Table S1. Among the 243 differentially expressed genes identified by the Rosetta error model (Weng et al., 2006), 48 genes were also found to have a clear dose-dependent trend in response to maleic acid treatment based on the average expression values from technical replicates. Figure 1 shows the heatmap of the 48 genes, including 42 upregulated and six downregulated genes.

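TNF, an inflammatory cytokine, had mean log2 intensities of 5.74, 6.30, 6.30 and 7.06 from 0 to 100 μM, and CR1, a complement receptor of blood cells, had 6.25, 6.76, 6.74 and 7.55. FMO1, a monooxygenase that oxidizes drugs, had 7.29, 7.89, 8.00 and 8.40 on 1 probe, a log2 fold of 1.11 (SE 0.20), and its other probe had 0.31 (SE 0.17). NFAT5, a transcription factor of the response to hypertonicity, had 1.14 (SE 0.20) on 1 probe and −0.24 (SE 0.13) on the other. SOX17, with 0.82 (SE 0.67), was not beyond array noise and had −0.31 without the first and 2.01 without the second array at 100 μM. On the decreased side, the histone gene HIST1H2BG had 8.45, 8.23, 7.70 and 7.15, a log2 fold of −1.30 (SE 0.11), and ZNF800 had −1.31 (SE 0.19), −0.67 (SE 0.12) and −0.84 (SE 0.14) on its probes. The kinase genes AKT2 and PDPK1 had −1.11 (SE 0.12) and −1.17 (SE 0.15) on 1 probe each. Their other probes had 0.14 and −0.13 for AKT2 and −0.49 and −0.32 for PDPK1, none of them beyond array noise. The potassium channel gene KCNC1 had −1.14 (SE 0.14) on 1 probe, and −0.17 (SE 0.13) and −1.41 (SE 1.04) on the others. Over the 389 probes of the study, the plain means of the deposited intensities increased at every step for 49 and decreased at every step for 8, and those with 1 gene symbol stood for 26 and 7 genes.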

### Enrichment analysis

The analysis of enriched GO terms was conducted for the 243 differential expressed genes to identify affected functions associated with maleic acid. 

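Of the 62 genes that the study assigned to DNA binding, 44 were lower at 100 μM beyond array noise, 6 were higher and 12 did not pass. Adjusted over the list alone, 48 were lower and 9 higher. The study chose these genes on the same samples, so the counts are not independent evidence of a direction. GTF2I, a general transcription factor, had a log2 fold of −1.25 (SE 0.082), and MSH3, a mismatch repair protein, had −1.19 (SE 0.10). SUV39H2, a histone methyltransferase, had −1.17 (SE 0.12), TCEANC2 −1.21 (SE 0.14), and the zinc finger genes ZNF528 and ZNF850 −1.19 (SE 0.18) and −1.09 (SE 0.11). Among the higher members were GATA1, a transcription factor of red blood cells, with 1.01 (SE 0.14) and MSH5, which acts in meiosis, with 1.02 (SE 0.20). The median log2 fold of the list was −0.69, and camera gave an adjusted p = 0.272 with an estimated correlation.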

As shown in Table 1, there were 12 significantly enriched GO terms (corrected *p*-value <0.05), including eight MFs, two CCs, and two BPs. The enriched MF GO terms were visually analyzed as shown in Fig. 2. Two main branches with hierarchy levels higher than binding (GO:005488) were identified. Metal ion binding (GO:0046872), cation binding (GO:0043169), and ion binding (GO:0043167) are located at the same branch, whereas DNA binding (GO:003677), nucleic acid binding (GO:0003676), heterocyclic compound binding (GO:1901363), and organic cyclic compound binding (GO:0097159) are located at the other branch. Both branches of GO terms of metal ion binding and DNA binding were consistent with our previous analysis from ChemDIS system (Lin, Wang & Tung, 2014; Tung, 2015). 

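Of the 81 metal ion binding genes of the study, 62 were in the copy of the list used here. Beyond array noise, 41 of them were lower at 100 μM, 9 were higher and 12 did not pass. Adjusted over the list alone, 44 were lower and 11 higher. The median log2 fold was −0.56, and no set test was run on the partial list, which the study chose on these samples and which is not independent evidence. The higher members included the ubiquitin ligase RNF183 with 1.12 (SE 0.13), the alkaline phosphatase ALPI with 1.11 (SE 0.15) and the sulfatase ARSH with 1.07 (SE 0.18). Zinc finger proteins bind zinc, and many of them bind DNA. Of 482 measured genes named ZNF, 156 were lower, 14 were higher and 312 did not pass. Adjusted over the list alone, 186 were lower and 20 higher. ZNF605 and ZNF136 had −1.28 (SE 0.16) and −1.27 (SE 0.16), ZNF429 had 1.48 (SE 0.11), and ZNF473, with 4.38 (SE 2.60), was not beyond array noise. The median of these genes was −0.29, below each of 10000 random lists of the same size and brightness, and −0.26 over the 456 that the study had not called. Camera gave an adjusted p = 0.272 with an estimated correlation. Of 29 DNA repair genes, 14 were lower and 1 was higher, or 16 and 2 when adjusted over the list alone. BRCA2 had −0.94 (SE 0.19), the polymerase POLK −0.87 (SE 0.082) and the ligase LIG4 −0.69 (SE 0.09). Their median was −0.45, and camera gave an adjusted p of 0.0014 with the preset and of 0.403 with an estimated correlation. Without 7 genes that the study had called, the median was −0.18, within the central 95% of random lists, as the whole list was with median scaling.

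**Figure D1:**
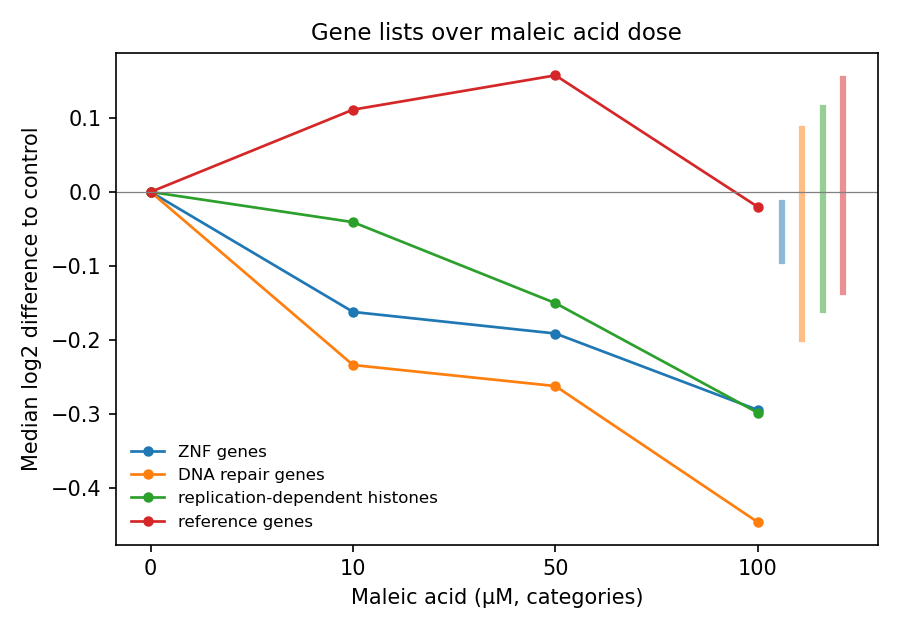
Median log2 difference to the control (vertical axis) of 4 gene lists at 10, 50 and 100 μM maleic acid (horizontal axis, doses as categories). Points are medians over 482 zinc finger, 29 DNA repair, 53 replication-dependent histone and 12 reference genes, and the bars at the right are the central 95% of random lists matched to each at 100 μM. The medians of the zinc finger, DNA repair and histone genes lie below their bars at 100 μM, and that of the reference genes, −0.02, lies within its bar.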

The calcium binding (GO:0005509), a direct descendant of the enriched term of metal ion binding (GO:0046872), was inferred to be associated with maleic acid. The enriched GO term of DNA binding (GO:0003677) is related to nucleotide binding (GO:0000166) that was inferred to be associated with maleic acid from ChemDIS (Lin, Wang & Tung, 2014; Tung, 2015). 

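CR1 and CD55, which restrain complement on blood cells, were higher at 100 μM, with log2 folds of 1.29 (SE 0.15) and 1.14 (SE 0.13). The same held for the cytokine TNF and for IL9R, the receptor of interleukin 9, with 0.73 (SE 0.14). CD3D, a chain of the T cell receptor complex, had 1.04 (SE 0.25) on its bright probe and was under background on the other, with 0.56 (SE 0.28) over both, not beyond array noise. These were the 5 measured genes of those that the study assigned to the hematopoietic cell lineage, of which 4 were higher and 0 lower beyond array noise (4 and 0 when adjusted over the list alone, 4 and 0 at an unadjusted p under 0.05). Of the 15 genes that it assigned to the generic transcription pathway, 0 were higher and 14 lower (1 and 14 when adjusted over the list alone, 1 and 14 at an unadjusted p under 0.05). They included ZNF773 with −1.07 (SE 0.11) and ZNF33A with −1.06 (SE 0.12), and their median was −0.80. Both lists were chosen by the study on these samples and are not independent evidence of a direction. Of 21 markers of blood cells, 5 of which the study had called, 7 were higher and 1 was lower (9 and 1 when adjusted over the list alone), with 0.88 (SE 0.21) for the B cell marker MS4A1. For each of these 3 lists, camera gave an adjusted p = 0.272 with an estimated correlation. Without the genes that the study had called, the median of the blood cell markers was 0.13, within the central 95% of random lists of the same brightness.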

The enriched pathways are hematopoietic cell lineage (KEGG ID:hsa04640) and generic transcription pathway (Reactome ID: 212436), and there are no enriched DO and DOLite terms from the analysis. For validating the enrichment analysis in this study, the same gene set was applied to analyze enriched terms using the comparative toxicogenomics (CTD) database. As expected, except for the analysis of enriched disease terms, ChemDIS and CTD generated similar enriched GO and pathway terms as shown in Table S2. ChemDIS and CTD utilizing different disease ontologies could generate different results of enriched diseases (Tung, 2015).

**Table 1:** Enriched GO terms associated with molecular functions.

Type	GO ID	Description	*p*-value	Corrected *p*-value	Number of genes
MF	GO:0005488	Binding	6.45E−08	3.19E−06	207
MF	GO:0003677	DNA binding	1.55E−07	5.10E−06	62
MF	GO:0043167	Ion binding	2.75E−06	6.80E−05	115
MF	GO:0003700	Sequence-specific DNA binding transcription factor activity	5.17E−06	7.70E−05	33
MF	GO:0001071	Nucleic acid binding transcription factor activity	5.28E−06	7.70E−05	33
MF	GO:0003676	Nucleic acid binding	5.45E−06	7.70E−05	82
MF	GO:1901363	Heterocyclic compound binding	1.32E−05	1.64E−04	109
MF	GO:0097159	Organic cyclic compound binding	2.36E−05	2.60E−04	109
MF	GO:0043169	Cation binding	3.32E−05	3.29E−04	83
MF	GO:0046872	Metal ion binding	5.67E−05	5.11E−04	81
MF	GO:0002020	Protease binding	5.77E−04	4.76E−03	6
MF	GO:0043565	Sequence-specific DNA binding	1.39E−03	1.05E−02	21
MF	GO:0044212	Transcription regulatory region DNA binding	3.84E−03	2.70E−02	15
MF	GO:0000975	Regulatory region DNA binding	4.36E−03	2.70E−02	15
MF	GO:0001067	Regulatory region nucleic acid binding	4.36E−03	2.70E−02	15
MF	GO:0032403	Protein complex binding	5.34E−03	3.11E−02	20
MF	GO:0000976	Transcription regulatory region sequence-specific DNA binding	5.78E−03	3.18E−02	11

**Figure 2:**
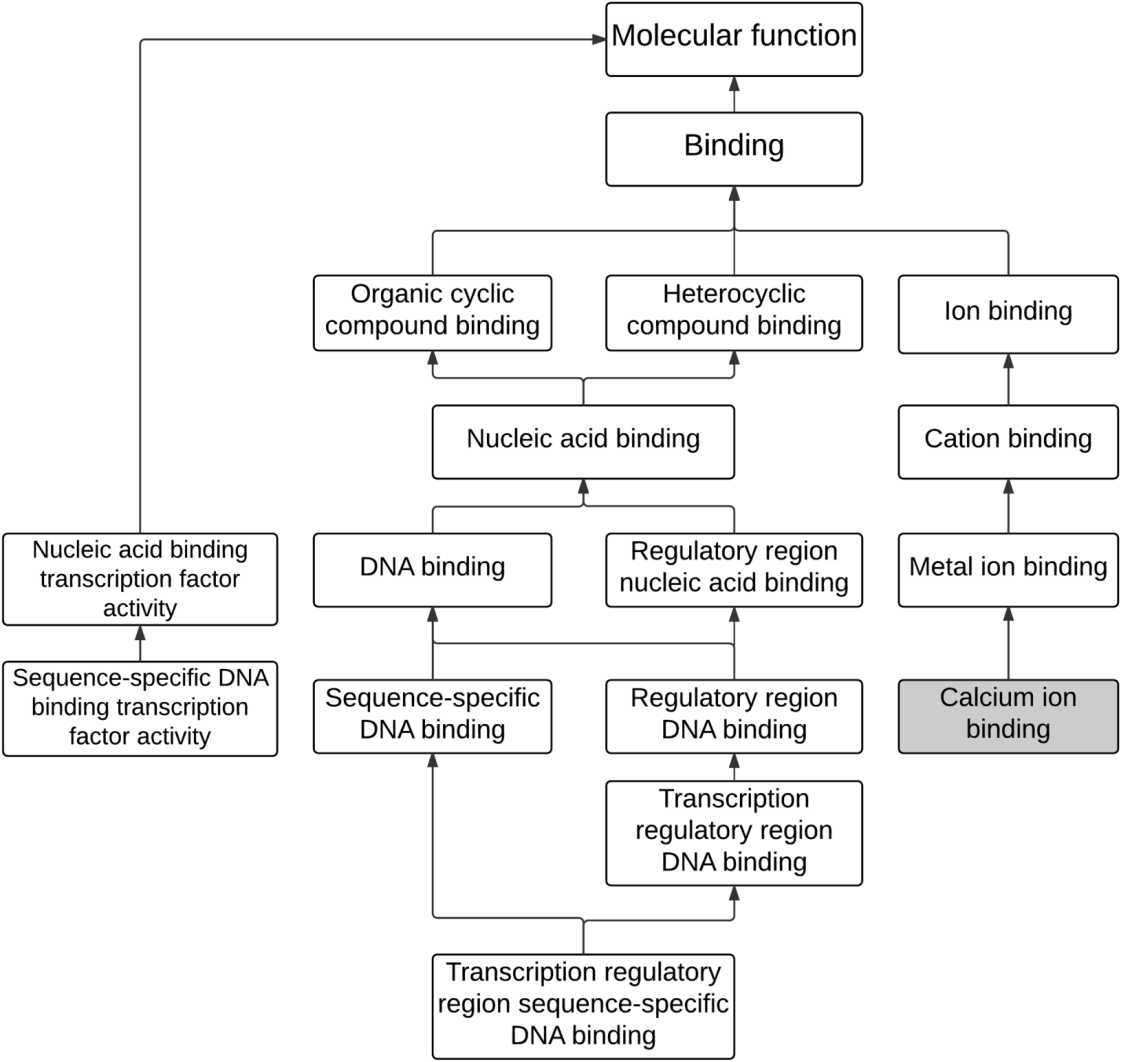
The hierarchical tree of enriched GO terms associated with molecular functions.

### Attenuation of cellular calcium and thiol levels by maleic acid

According to our previous transcriptome and enrichment analysis, calcium binding was inferred to be affected by maleic acid. Among the differentially expressed genes, eight genes are associated with the GO term of calcium binding (GO:0005509) including S100A3, GNPTAB, CDH23, PCDHAC1, PADI1, CRACR2B, MAN1A2, and CDH8. In addition, GNRHR and GRIA1 among the differentially expressed genes are involved in the regulation of cellular calcium levels. 

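PCDHAC1, a protocadherin, had a log2 fold of 1.42 (SE 0.33, adjusted p = 0.0289 from limma) at 100 μM. CDH8, a cadherin, had 1.12 (SE 0.17) on its bright probe, beyond array noise, while its dim one was under background, with deposited intensities of 7 and 6 in the control and of 22 and 46 at 100 μM. CRACR2B, a regulator of store-operated calcium entry, had 1.05 (SE 0.12). For the other genes the probes differed. CDH23 had 1.18 (SE 0.11) on 1 probe and between −0.0025 and 0.20 on 4 others. PADI1, a peptidylarginine deiminase, had 1.04 (SE 0.21) on 1 probe, and its other probe was under background at 100 μM. S100A3, an S100 protein, had 0.99 (SE 0.18) on its bright probe, and its dim one was under background at both doses. GNPTAB, an enzyme that tags lysosomal proteins, had −0.98 (SE 0.10) and −0.33 (SE 0.13), and the mannosidase MAN1A2 had −0.91 (SE 0.18) and −0.21 (SE 0.15). Over the mean of each gene's probes, 3 of the 8 genes were higher and 2 lower beyond array noise (4 and 2 when adjusted over the list alone). The study chose them on these samples, which is not independent evidence, and camera gave an adjusted p = 0.358 with an estimated correlation. Of 18 S100 genes, 2 were higher and 0 lower (1 and 0 when adjusted over the list alone, 5 and 4 at an unadjusted p under 0.05), namely S100A2 with 0.83 (SE 0.10) and S100P with 0.46 (SE 0.12). Of 47 genes of calcium pumps, channels and stores, 4 were higher and 7 lower (4 and 10 when adjusted over the list alone), among them the channel subunits CACNA1A with 1.02 (SE 0.16) and CACNA2D1 with −0.83 (SE 0.13). Of 64 protocadherins, 5 were higher and 12 lower (6 and 12 when adjusted over the list alone), among them PCDHGA12 with 2.28 (SE 0.31) and PCDHB8 with −1.18 (SE 0.23). For comparison, 1524 of all 18255 genes were higher and 2165 lower beyond array noise. In the unscaled values, the changed probes of CDH23, PADI1, CDH8 and S100A3 had 0.81, 0.46, 0.51 and 0.44 and were not monotonic, and CRACR2B had 0.73. With median scaling, PADI1, CDH8 and S100A3 had 0.78, 0.83 and 0.76. All probes of the next to brightest of 5 equal groups, with a median log2 intensity of 10.8, had a median log2 fold of −0.65 unscaled and −0.33 with median scaling. Without the first array at 100 μM, PCDHAC1, CDH8, CRACR2B and PADI1 had 0.95, 0.93, 0.91 and 0.74, under 2-fold, as CRACR2B had without the first (0.99) and PADI1 without the second control array (0.95). Without the second array at 10 μM, CDH23, CDH8, PADI1 and MAN1A2 were not monotonic, nor were CDH23 and MAN1A2 without the second at 50 μM.

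**Figure D2:**
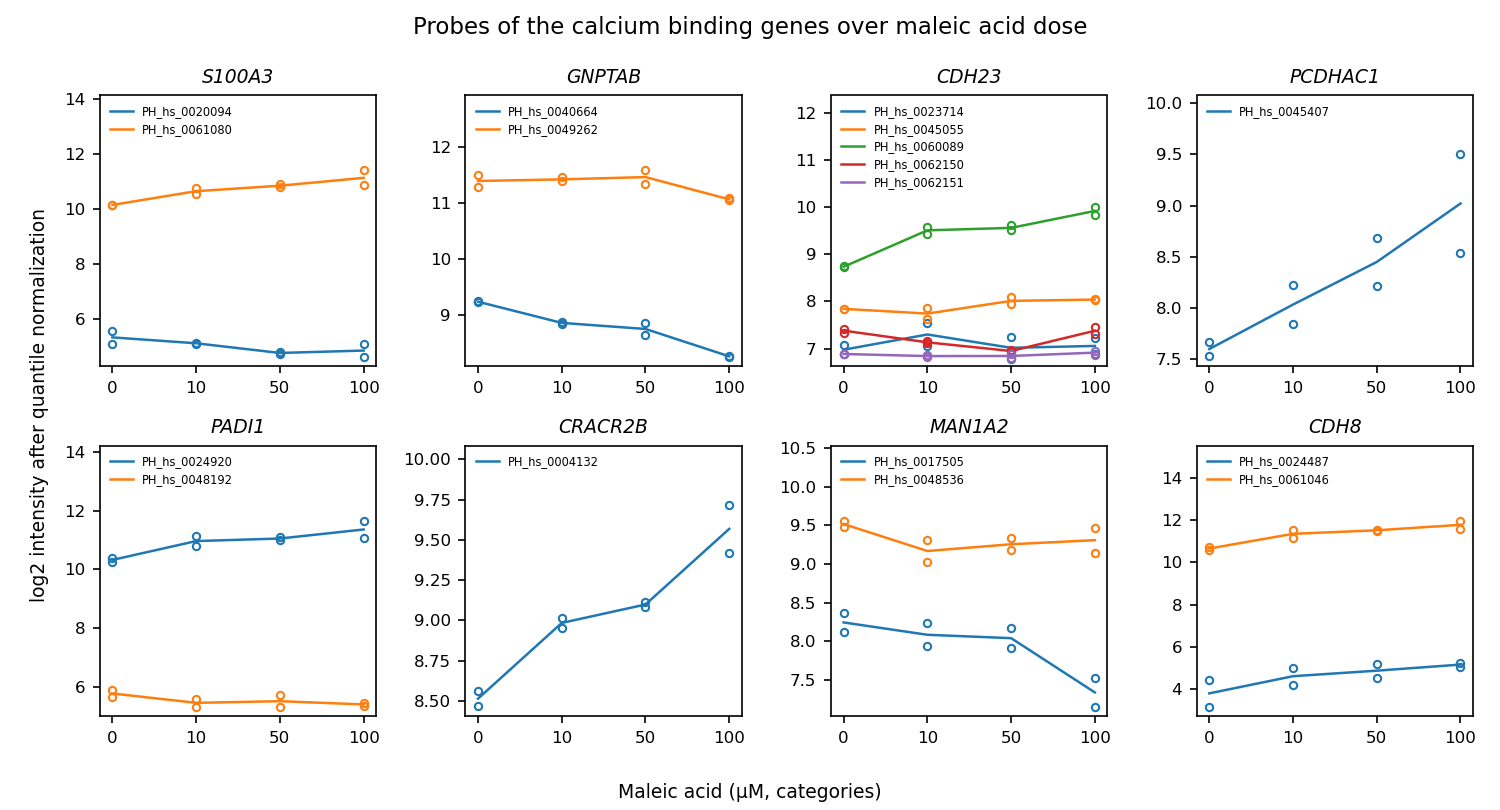
Log2 intensity after quantile normalization (vertical axis) of each probe of the 8 calcium binding genes at 0, 10, 50 and 100 μM maleic acid (horizontal axis, doses as categories). Open circles are the 2 technical arrays of a dose, lines join their means, and the vertical scale differs between genes. The line of the changed CDH23 probe goes from 8.73 in the control to 9.92 at 100 μM, and those of its other probes end at most 0.20 above their control.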

Altogether, cellular calcium is potentially affected by maleic acid. 

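GNRHR, the receptor of gonadotropin-releasing hormone, had mean log2 intensities of 9.73, 10.24, 10.34 and 10.89 from 0 to 100 μM on its brightest probe, a log2 fold of 1.16 (SE 0.16, adjusted p = 0.00757 from limma). A dimmer probe had 0.25 (SE 0.11), not beyond array noise, and the dimmest was under background at both doses. GRIA1, a subunit of AMPA-type glutamate receptors, had 1.02 (SE 0.23) on its brightest probe, 0.99 (SE 0.11) on a dim probe, which was not monotonic, and 0.07 (SE 0.10) on the remaining one. Over the mean of each gene's probes, 2 of GNRHR, GRIA1 and GGT5 were higher and 0 lower beyond array noise (3 and 0 when adjusted over the list alone, 3 and 0 at an unadjusted p under 0.05). The study chose them on these samples, which is not independent evidence, and camera gave an adjusted p = 0.367 with an estimated correlation. Of 24 glutamate receptor subunits, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone). GRIN3A, under background in the control, was at least 1.32-fold higher. GRM8 had −0.41 (SE 0.089), and GRIN2B 0.43 (SE 0.13) on the probe above background. In the unscaled values, the brightest probe of GNRHR had 0.64 and that of GRIA1 0.37, neither of them monotonic, and the dim GRIA1 probe had 1.54. With median scaling, the brightest ones had 0.96 and 0.69, and without the first array at 100 μM 0.98 and 0.77. That of GRIA1 was just under 2-fold without the first control array, and neither was monotonic without the second array at 10 μM. From the calcium binding genes together with GNRHR and GRIA1, the paper proposes an effect of maleic acid on cellular calcium.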

To validate this finding, the kinetic change of cellular calcium and thiol levels by maleic acid was analyzed by specific fluorescence Fluo-4 and CMF-DA probes, respectively. To avoid measuring the direct cytotoxic effects of maleic acid on SH-SY5Y cells, we first evaluated the cell viability of maleic acid-treated SH-SY5Y cells by an MTS assay. Figure 3A showed that there was no significant change in cell viability after 48 h of maleic acid treatment. By contrast, maleic acid (0.1–100 μM) significantly decreased the cellular calcium level by 12–41%, determined by the change of fluorescence intensity of Fluo-4, in a concentration- and time-dependent manner (Fig. 3B). Maleic acid (1–100 μM) decreased the cellular thiol levels by 16–31% after 24 h treatment (Fig. 3C). The exact *p*-values of Fig. 3 were shown in Supplemental Information 2. These results indicated that maleic acid resulted in a loss of cellular calcium level earlier than glutathione depletion. These observations could give the evidence that maleic acid at the concentrations higher than 0.1 μM interferes cellular calcium homeostasis in human neuronal cells. The homeostasis of intracellular Ca^2+^ plays important roles in the regulation of physiological responses or controlling cell death (Demuro et al., 2005; Bading, 2013; Brini et al., 2014). Depletion of intracellular Ca^2+^ has been reported to induce SH-SY5Y cell death by activating caspase activation (McGinnis, Wang & Gnegy, 1999). Our data showed that maleic acid significantly attenuated intracellular Ca^2+^ levels without induction of cell death, indicating that other pathways might be involved and need to be further studied.

**Figure 3:**
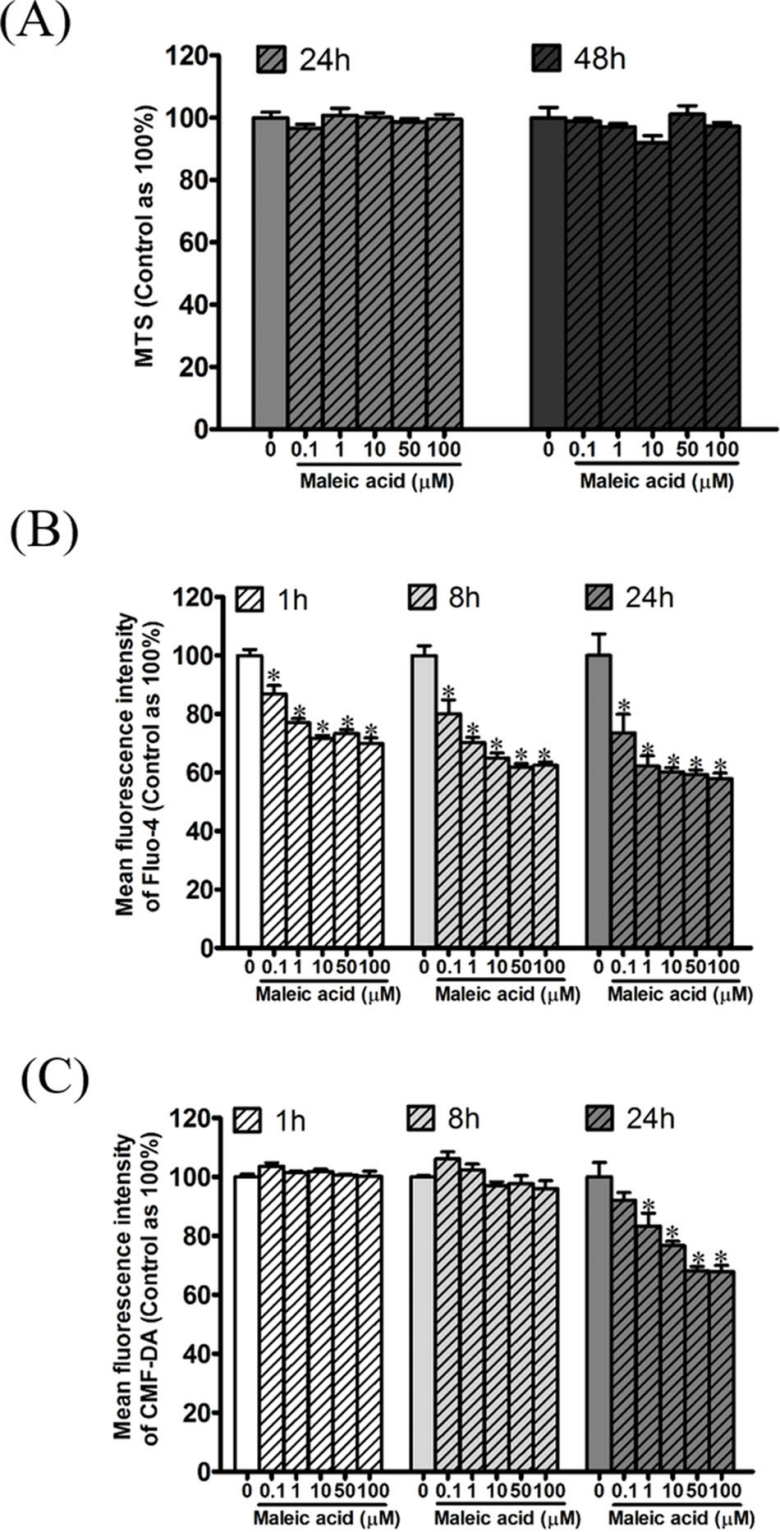
Attenuation of cellular calcium and thiol level by maleic acid in SH-SY5Y cells. SH-SY5Y cells were seeded in a 96-well plate overnight and then exposed to maleic acid (0.1–100 μM). (A) Cell viability was evaluated by MTS and the absorbance was read at wavelength 490 nm by a microplate reader. Intracellular calcium and thiols of SH-SY5Y cells were measured by Fluo-4 AM (B) and CMF-DA (C), respectively. The change in fluorescence was analyzed by a microplate reader. The data were expressed as the mean ± SE of quadruplicate cultures. Results were representative of three independent experiments. *p < 0.05 was significant compared to the control group (cell alone without maleic acid).

### qPCR validation

According to our transcriptome analysis, there were 243 genes whose expression were significantly affected by maleic acid in a dose-dependent manner. 

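GGT5, a gamma-glutamyl transferase that acts on glutathione, had mean log2 intensities of 11.19, 11.81, 11.88 and 12.25 from 0 to 100 μM on its single probe. Its log2 fold was 1.05 (SE 0.21, adjusted p = 0.0207 from limma), with 1.32 between the first arrays of both doses and 0.78 between the second. In the unscaled values it was 0.40, not monotonic, with median scaling 0.72, and without the first array at 100 μM 0.83. All probes of the next to brightest of 5 equal groups, with a median log2 intensity of 10.8, had a median log2 fold of −0.65 unscaled and −0.33 with median scaling. Without the second array at 10 μM, GGT5 was not monotonic. Of 51 genes of glutathione and thiol metabolism, 7 were higher and 4 lower beyond array noise and 40 did not pass (8 and 5 when adjusted over the list alone). For comparison, 1524 of all 18255 genes were higher and 2165 lower. The glutathione transferases GSTM5 and GSTO1 had 0.77 (SE 0.19) and 0.52 (SE 0.10), and the peroxidase GPX3 had 0.55 (SE 0.14). In the unscaled values, in which the median over all probes was −0.34, GSTO1 had −0.087 and GPX3 −0.10. GCLC, the catalytic subunit of glutamate-cysteine ligase, had −0.88 (SE 0.37) and was not beyond array noise. HPRT1 had −0.00059 (SE 0.18) at 100 μM, but its mean log2 intensities were 14.29, 13.80, 13.71 and 14.29 from 0 to 100 μM.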

To confirm the association between the gene regulation and the attenuated cellular calcium and thiol levels by maleic acid, we evaluated the expression of GGT5, GNRHR, GRIA1, and S100A3 by real-time qPCR using three independent biological replicates to further prove the reliability of the microarray data.

Maleic acid upregulated the expression of GGT5 in a dose-dependent manner (Fig. 4A). Gamma-glutamyl transferase (GGT) family genes encode key enzymes widely distributed in various tissues in response to different stimuli (Lieberman et al., 1995). They might play important roles in glutathione salvage, detoxification of xenobiotics, and metabolism of endogenous mediators such as prostaglandins and leukotrienes (Lieberman et al., 1995). In neurons, GGT enzymes liberate glutamate from glutathione. Glutathione has been suggested as a reservoir of neuronal glutamate (Koga et al., 2011), which is the main excitatory transmitter in the central nervous system to participate in many important physiological processes including long-term potentiation and developmental plasticity (McEntee & Crook, 1993). Deficiency of glutathione has been reported in several neuropsychiatric disorders (Gu, Chauhan & Chauhan, 2015). Dysregulation of GGT may interfere with the glutathione synthesis and cellular glutamate levels.

**Figure 4:**
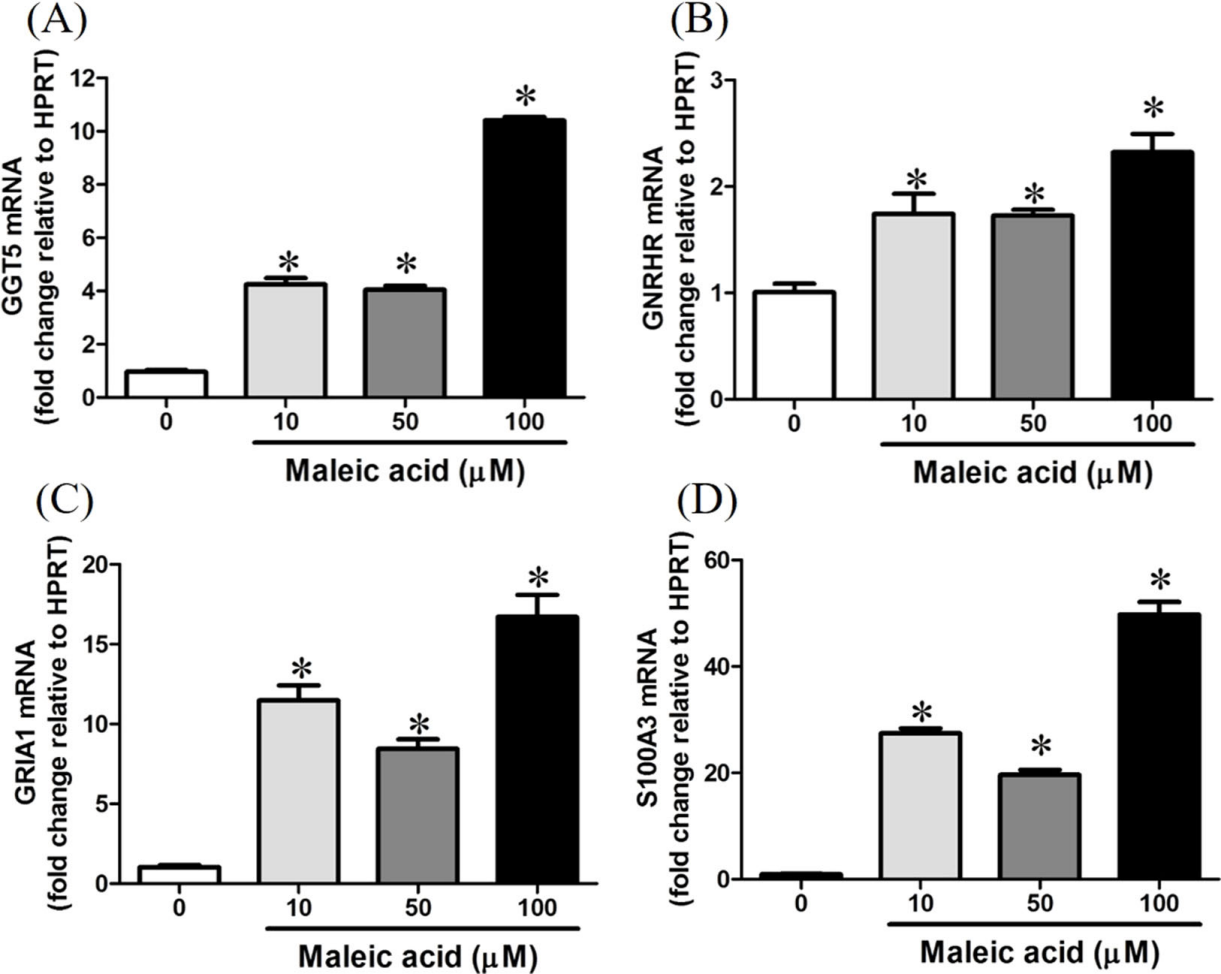
Increasing of GGT5, GNRHR, GRIA1, and S100A3 gene expression by maleic acid. SH-SY5Y cells were treated with maleic acid (10–100 μM) for 24 h. The total RNA of cells was extracted and the mRNA expression of (A) GGT5, (B) GNRHR, (C) GRIA1, and (D) S100A3 was measured by real-time RT-PCR. The expression level of HPRT was used as the control for semi-quantification. Results were expressed as the mean ± SE of pooled data from three independent experiments. *p < 0.05 was significant compared to the control group (cell alone without maleic acid).

Maleic acid also upregulated GRIA1, GNRHR, and S100A3 in a dose-dependent manner (Figs. 4B–4D). The exact *p*-values of Fig. 4 were shown in Supplemental Information 2. GRIA1, GNRHR, and S100A3 are associated with calcium influx or binding. GRIA1 encodes glutamate receptor 1, which is a subunit of calcium-permeable α-amino-3-hydroxy-5-methyl-4-isoxazolepropionate (AMPA) glutamate receptors. Glutamate receptors are activated in a variety of normal neurophysiologic processes and are responsible for the glutamate-mediated postsynaptic excitation of neuronal cells. GNRHR gene encodes gonadotropin-releasing hormone receptor, which belongs to seven-transmembrane G-protein coupled receptor (Millar, 2005). Activation of GNRHR will further activate a phosphatidylinositol-calcium second messenger system and further regulate the release of follicle-stimulating hormone and luteinizing hormone (Romanelli et al., 2004). S100A3 encodes S100 calcium-binding protein A3 which contains two EF-hand calcium-binding motifs and plays roles in cell cycle progression and differentiation (Schäfer & Heizmann, 1996). The increased expression of S100A3 has been associated with methamphetamine-mediated neuronal toxicity (Cadet et al., 2011). As GNRHR, GRIA1, and S100A3 were all significantly augmented by maleic acid, the finding suggested that the dysregulation of these genes may participate in maleic acid-mediated toxicity.

Collectively, the present data demonstrated that maleic acid interfered with the expression level of genes associated with calcium influx or binding and further gave the mechanical evidence on how maleic acid affects human neuronal cells. However, the alteration of functions of the neuronal cells by these proteins in response to maleic acid treatment was not evaluated in this study and warrant further study. Nonetheless, the study has set an example of utilizing ChemDIS system to prioritize the potential effects of maleic acid on the human health and to generate testable experimental approaches which could validate the inferred association. This approach might also be useful for understanding other poorly characterized chemicals.

## Conclusion

This study shows the effects of maleic acid on human SH-SY5Y neuronal cells by profiling and analyzing the transcriptomes. The enrichment analysis of 243 differentially expressed genes identifies two functions affected by maleic acid including DNA binding and metal ion binding. The attenuation of calcium and thiol levels in SH-SY5Y cells indicates that the maleic acid significantly interferes cellular calcium homeostasis and induces the depletion of cellular thiols. The upregulated expression of GRIA1, GNRHR, and S100A3 may be involved in the dysregulation of calcium homeostasis in maleic acid-treated neuronal cells. These experimental results are consistent with the analyses from the ChemDIS system. The workflow incorporating in silico and in vitro analyses could be useful for exploring the potential effects of poorly characterized chemicals on human health.

## Supplemental Information

10.7717/peerj.3175/supp-1 Supplemental Information 1 Raw data for Fig. 1.

10.7717/peerj.3175/supp-2 Supplemental Information 2 Raw data for Figs. 3 and 4.

10.7717/peerj.3175/supp-3 Supplemental Information 3 MIAME.

10.7717/peerj.3175/supp-4 Supplemental Information 4 Differentially expressed genes.

10.7717/peerj.3175/supp-5 Supplemental Information 5 A comparison of enrichment analysis from ChemDIS and CTD.

## Additional Information and Declarations

### Microarray Data Deposition

The following information was supplied regarding the deposition of microarray data: GSE86510.

### Data Availability

The following information was supplied regarding data availability: The raw data has been supplied as Supplemental Dataset Files.

How the deposited data were processed for this re-analysis (not part of the article)

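Gene expression was measured in SH-SY5Y cells after 24 h at 0, 10, 50 or 100 μM maleic acid on 8 arrays with a single dye (Cy5), 2 technical arrays of 1 RNA sample per dose. The sample labels and the paper gave the same doses. The authors scanned the slides, read the spots with GenePix, processed them with Rosetta Resolver, filtered out spots with a flag below 0 and named a median scaling. The deposited unit is a linear intensity, with between 0 and 188 values per array at or below 0, as a background subtraction leaves them. How the background was subtracted is not given in the sources used here. The array medians of 336 to 524 show that the deposited arrays had not been brought to a common median.

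From these intensities, values under 1 were set to 1, log2 was taken, and quantile normalization was applied between arrays with limma 3.58.1 in R 4.3.3. Python 3.11.15 and matplotlib 3.10.9 were used for gene names and plots. The plan written before the data were examined took the deposited values as already scaled by the authors and had quantile normalization as an alternative. The medians proved to differ, and quantile normalization was then used throughout. It was settled on after counts under 5 settings had been seen together, and the counts with median scaling and with no scaling are therefore given beside it. Over all probes, the median log2 fold at 100 μM was −0.03 with quantile normalization, −0.012 with cyclic loess, −0.021 with median scaling and −0.34 in the unscaled values.

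Arrays of a dose were averaged on the log2 scale. A probe was counted when its fold at 100 μM over the control exceeded 2, and as monotonic when the 4 means followed the order of dose, with no test. A dose trend was fitted with limma to the 4 averaged samples over the rank of the dose, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. A limma fit over the 8 arrays gave the standard errors and adjusted p-values of 100 μM against the control. Its spread is that between technical arrays, so that it compares the RNA samples and not the conditions. The value table used here holds no background level. A normalized intensity of 50 was taken as background, a level chosen after the values had been seen. A probe under it on both arrays of the control or of 100 μM was given a bound against that level instead of a fold, and no fold when it was under at both doses. The bound was taken from the mean of both arrays of the other dose, and for named probes it is not given where 1 of these was also under the level.

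Probes were named from the platform annotation, with symbols updated through a reference table of human genes (GRCh38.p14, used only for names). Of the probes with 1 symbol, 22404 had a current symbol, 2177 were updated through a synonym and 77 kept the symbol of the annotation. Probes with several symbols were not named, and no coordinates are given. Gene lists used the mean over each gene's probes. The lists were written before the deposited values were seen but after the genes called by the study had been seen in its supplement, and several hold genes that the study called. For each of 34 lists, the median log2 fold was set against 10000 random lists of the same size, matched on mean intensity in 20 bins, and camera was run on the dose trend with a preset correlation of 0.01 and with an estimated correlation. Of these lists, 15 lay outside the central 95% of random lists, where chance gives 1.7 if genes vary independently. Camera passed 16 with the preset and 0 with the estimated correlation. The 15 and the 16 both include lists that the study chose on these samples, whose place was not left to chance.

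The genes named are those that the paper names from the arrays, HPRT1, the 10 highest and 10 lowest monotonic probes over 2-fold with 1 symbol and both arrays at 100 μM on the same side of both control arrays, up to 4 members with the largest change of each list, and genes of the heatmap. The paper's values for its called probes had been seen when this rule was written. The 10 highest and lowest also leave out probes with a value set to 1, since such values have no order, which was not part of the written rule. Further members of lists were chosen after their values had been seen.

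On data simulated for the 31741 probes, the fit over 8 arrays recovered 51% of the probes changed by 1 on the log2 scale and 84% of those changed by 2, with 8 false calls, and the dose trend recovered 0% and 59%, with 1 false call. Of 200 simulated lists without a shift, 9 lay outside the central 95%. The simulated probes had only the noise between technical arrays and changes linear in the rank of the dose. Genes of the simulated lists varied independently. Differences between cultures and correlation between genes are therefore not covered by these values. The alternatives tried were cyclic loess, median scaling, no scaling, a filter on dim probes, an offset of 50, a floor of 32, log2 of the mean linear value after quantile normalization, for some probes the mean deposited linear value, a fold of 1.5, monotonic order in each set of arrays, a restriction to probes whose arrays differed by under 2-fold, the scale of the dose, arrays as separate values, the replicate number as a block, an intensity trend in the variance prior, random lists without matching, lists without the genes that the study called, lists with probes near background at their bound, and leaving out each array. Cell viability, calcium, thiol and qPCR measurements were not analysed here.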

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

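The tests of brightness for the probes over 2-fold and of the all-or-none probes were chosen after their results had been seen, as were the comparisons without the genes that the study called and those with median scaling. Gene lists that the paper does not discuss lay outside the central 95% of random lists matched on brightness. Olfactory receptor genes had a median log2 fold of 0.24 over 297 members (64 higher and 7 lower beyond array noise, 71 and 12 when adjusted over the list alone), with OR7D2, under background in the control, at least 1.36-fold higher and OR56A3 at 1.74 (SE 0.29). Keratin-associated protein genes had 0.20 over 60 members (11 higher and 2 lower beyond array noise, 12 and 2 when adjusted over the list alone). Replication-dependent histone genes had −0.30 over 53 members (2 higher and 20 lower beyond array noise, 4 and 21 when adjusted over the list alone), with H4C3 at −1.87 (SE 0.17) and H1-4 at −1.10 (SE 0.11). Testis-specific genes had 0.25 over 22 members (5 higher and 2 lower beyond array noise, 7 and 2 when adjusted over the list alone), with SYCP1, under background in the control, at least 1.78-fold higher. For each of these 4 lists, camera gave an adjusted p = 0.272 with an estimated correlation. With the preset correlation, camera gave 1.7e-07, 0.0045, 0.00019 and 0.0022 in the same order. Nuclear genes of the respiratory chain had 0.088 over 54 members (3 higher and 0 lower beyond array noise, 1 and 0 when adjusted over the list alone, 9 and 2 at an unadjusted p under 0.05), and lay at percentile 99.51 of the random lists, with a median of −0.059 at percentile 100 with median scaling and of −0.38 at 100 with no scaling. Camera gave them an adjusted p = 0.134 with the preset and 0.41 with an estimated correlation. Noradrenergic neuron genes had −0.12 over 36 members (2 higher and 4 lower beyond array noise, 2 and 4 when adjusted over the list alone), with MAP2 at −0.88 (SE 0.11) and NPY at 0.74 (SE 0.17), and lay within the central 95% with median scaling and with no scaling. Camera gave these an adjusted p = 0.388 and 0.845. The zinc finger genes (−0.29), DNA repair genes (−0.45), the unfolded protein and ATF4 response (0.13), blood cell markers (0.23) and hepatocyte markers (0.25) also lay outside. With median scaling and with no scaling, the keratin-associated, DNA repair and hepatocyte lists lay within the central 95%, and the unfolded protein and ATF4 response had medians of −0.10 and −0.42, at percentile 99.58 and 99.58. Without the genes that the study called, the DNA repair, blood cell, testis and hepatocyte lists had −0.18, 0.13, 0.15 and 0.16 and lay within the central 95%. The olfactory, keratin-associated, testis and blood cell lists were dim, with median log2 intensities of 6.70, 6.68, 5.57 and 7.23. With probes near background at their bound, their medians were 0.19, 0.16, 0.049 and 0.22, still outside, and that of the hepatocyte markers was 0.16, within. In addition, 8 probes were over 16-fold lower on both arrays at 100 μM than on every other array in normalized values, which are no bound for probes near background.

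Between 100 μM and the control, 1247 probes differed by over 2-fold. Contrasts of the same 4 arrays in which the difference between the doses cancels gave 293 and 286, which argues against spot noise as the main cause. Of 3683 probes over 2-fold with median scaling, 962 stayed so with quantile normalization and 1336 with cyclic loess, so a brightness-dependent difference between arrays is a candidate explanation for the others. Of the 12 orders of the 4 RNA samples, 2 had at least the 379 monotonic probes of the real order. The highest other order, with 10 and 50 μM exchanged (0, 50, 10, 100), had 615. It had more increased probes (513 against 219) but fewer decreased ones (102 against 160). The increased probes therefore do not favor the real order of 10 and 50 μM. So few orders cannot give a share under 0.05.

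Of 482 zinc finger genes, 156 were lower at 100 μM, 14 were higher and 312 did not pass. Of 297 olfactory receptor genes, 64 were higher, 7 lower and 226 did not pass. Camera gave both lists an adjusted p = 0.272 with an estimated correlation, and 7.5e-09 and 1.7e-07 with the preset one. Their medians of −0.29 and 0.24 lay outside lists matched on brightness, also with cyclic loess (−0.27 and 0.32). This argues against a difference that depends on brightness alone as the whole cause. The random lists were matched on mean brightness only, so other properties shared by the probes of a list, such as how specific their signal is, stay untested. At 50 μM they were −0.19 and 0.18, also outside, which argues against the arrays at 100 μM alone, and the zinc finger median between 10 and 100 μM was −0.12, which argues against the control arrays alone. The zinc finger median moved the same way at every step of the dose, the smallest step being −0.027, so an effect of the dose may be proposed as a hypothesis. A difference between cultures stays open and untested with 1 RNA sample per dose.

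The threshold of 16-fold was chosen after the values had been seen. The probes included NRCAM, a neuronal adhesion molecule, with deposited intensities of −1 and 16 at 100 μM and of 30624 to 49509 elsewhere, RPS28, a ribosomal protein, with −11 and 38 and 282367 to 323622, and those of TMEM185A, SNAP91, KCNK1, MIS18A and RBM41. All 7 were under background at 100 μM, and the bounds ran from at least 9.66-fold lower for RBM41 to at least 5970-fold lower for RPS28. Of these genes RBM41 alone had another probe, with a log2 fold of −0.63. At least 3 other probes were needed for a test, and both arrays at 100 μM are also that dose. A loss of the transcripts and spots that failed on these arrays therefore cannot be told apart. The pattern was not confined to 100 μM, since the KIF15 probe was low only in the control and the PTDSS1 probe high only at 10 μM.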

How the results depend on the processing

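Median scaling, the floor of 32, the restriction to arrays within 2-fold, cyclic loess for the gene lists, the other scales for the correlations, the background level, the lists without the genes that the study called and the recalculation of list members were chosen after seeing the data. Against 914 and 333 (219 and 160 monotonic) higher and lower probes over 2-fold, cyclic loess gave 1339 and 641 (392 and 261 monotonic), median scaling 3357 and 326 (738 and 155 monotonic), no scaling 1670 and 1879 (396 and 43 monotonic), the filter on dim probes 270 and 59 (107 and 20 monotonic), the offset of 50 434 and 93 (94 and 37 monotonic) and a fold of 1.5 3056 and 2440 (1341 and 1132 monotonic). Monotonic order in the first and in the second arrays separately held for 53 and 64. Of the main monotonic calls, 197 and 145 were shared with cyclic loess, 125 and 59 with median scaling and 35 and 10 with no scaling. Leaving out each array gave 886 to 1467 higher, 315 to 700 lower, 144 to 640 monotonic higher and 147 to 266 monotonic lower probes, the highest values without the second array at 100 μM, and 144 monotonic higher ones without the first. The dose trend, with 0 increased and 0 decreased probes from limma (3032 and 2483 at an unadjusted p under 0.05), gave 176 and 46 with no scaling, 0 and 1 with a linear dose, 2062 and 1845 with technical arrays taken as separate values, and 1516 and 1189 with the replicate number as a block. Same-numbered arrays deviated together with correlations of −0.08 to 0.11 over 6 pairs of doses, so that the arrays share only a number. The 6148 probes beyond array noise became 9905 with median scaling, 13016 with no scaling, 3647 with the filter on dim probes and 4695 with the replicate block. Without an array they were 1455 to 5419, with 1455 and 1618 without either control array and 2680 without the first array at 100 μM. The lowest r within a dose was 0.989, and 0.982 on linear values, 0.977 on unscaled log2 values, 0.983 with cyclic loess and 0.978 without dim probes. With an estimated correlation, 0 lists passed camera instead of 16, and without the genes that the study called 7 of 11 fixed lists stayed outside the central 95%. With probes near background at their bound, 16 lists lay outside instead of 15, 14 of them in both, and the medians moved by at most 0.197. The calcium binding genes of the paper, chosen by the study on these samples, moved from 0.32 at percentile 95.71 to 0.48 at 99.26. The S100 genes stayed at 0.17 but moved from percentile 94.93 to 98.50, and hepatocyte markers lay within the central 95%. With median scaling, which lowers bright probes (a median of −0.29 in the brightest of 5 equal groups), the unfolded protein and ATF4 response and the respiratory chain had medians of −0.10 and −0.059 against −0.26 and −0.21 over random lists of the same brightness. With no scaling (−0.60 in the brightest group), they had −0.42 and −0.38 against −0.58 and −0.53. Both lay above the central 95% of these random lists under each, as with quantile normalization. Apart from fewer probes, arrays or genes entering some of these, the cause was not tested. Of the values of named probes under the alternatives, 403 stayed within the spread between arrays and 137 did not. Of 468 list members beyond array noise, 447 stayed so with cyclic loess, 344 with median scaling (8 changed sign), 307 with no scaling (23 changed sign), 134 and 144 without either control array, and 217 and 326 without the first or second array at 100 μM. For dim probes, signal over background limits the precision.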

Differences from the paper's values

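The paper gives 42 genes whose mean expression increased with the dose, and 26 were counted here among the probes of its list with 1 gene symbol. No alternative was run for this count. The paper's sheet of raw data for Fig. 1 holds 34 increased and 7 decreased genes. Of the increased ones, 29 were found by name in the paper's list of probes and 27 had a probe there that increased at every dose here, and the rest could not be matched by name or did not increase. All 7 decreased ones were found and had a probe that decreased at every dose. The paper's folds come from the ratio error model of Rosetta Resolver, and those here are differences of log2 means after quantile normalization, so the measures are unlike. A measured value below counts as within the paper's when it differs by at most the SE of the probe's log2 fold here. That SE was 0.33 for CNOT6L, 1.41 for ZGRF1, 0.10 for ZNF121 and 0.11 for the dim probe of GRIA1. For CNOT6L the paper's log2 fold is −1.46 and the value here −1.83. Of the alternatives set before the data were examined, leaving out the first control array (−1.70) and leaving out the second array at 100 μM (−1.30) fell within the paper's value. With no scaling and without the first array at 100 μM the probe was under background at 100 μM. The bound of −1.36 with no scaling leaves the paper's value open, and that of −1.56 without the array lies beyond it but within 1.5 times the paper's fold. The others did not fall within it. For ZGRF1 the paper's value is −1.64 and the value here −3.30. With the wide SE of 1.41, an offset of 50 (−2.26) and leaving out the first array at 100 μM (−1.60) fell within it, and the others did not. For ZNF121 the paper's value is −1.64 and the value here −1.53. Cyclic loess (−1.61), no scaling (−1.64) and leaving out the second control array (−1.55), the first at 10 μM (−1.57), either at 50 μM (−1.56 and −1.54) or the second at 100 μM (−1.63) fell within it. An offset of 50 and leaving out the first control array, the second at 10 μM or the first at 100 μM did not. For the dim probe of GRIA1 the paper's value is 1.27 and the value here 0.99, and with cyclic loess and no scaling the probe was under background in the control, with bounds of 1.05 and 1.03 that do not exclude the paper's value. The other alternatives did not fall within it.

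The paper's qPCR, not analysed here, found S100A3 upregulated in independent biological replicates. By the folds of its error model, the paper counts S100A3, GNPTAB and MAN1A2 among the genes over 2-fold. The log2 folds here were 0.99, −0.98 and −0.91, short of that threshold. S100A3 passed it with cyclic loess (1.06), with log2 of the mean linear value (1.01) and without the second array at 100 μM (1.26), GNPTAB with no scaling (−1.31), under which it was not monotonic, and MAN1A2 with no scaling (−1.06), likewise not monotonic, and without the second array at 100 μM (−1.11). The paper also counts TNF and CR1 as monotonic, and their log2 means here were 5.74, 6.30, 6.30 and 7.06 and 6.25, 6.76, 6.74 and 7.55 over the doses. TNF was monotonic with no scaling, in the mean deposited linear values, a setting added after seeing the values, and without the second array at 50 μM, and CR1 in the same settings and without the second array at 10 μM. The dim probe of GRIA1, which the paper also counts, was monotonic and over 2-fold with cyclic loess, with no scaling, in the mean deposited linear values and without the second control array. It was so too with median scaling and with the floor of 32, both chosen after seeing the values, under which 241 and 129 of the 389 probes that the paper calls did not meet the rule, against 130 with quantile normalization, 89 with cyclic loess and 349 with no scaling.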

Other observations

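The lists without the genes that the study called, the comparisons with cyclic loess, median scaling and no scaling, the background level and the all-or-none probes below were chosen after the results had been seen. As background for the counts of each list, 1524 of all 18255 genes were higher and 2165 lower at 100 μM beyond array noise. For values with no scaling, the median log2 fold over all probes was −0.34. Of 42 cell cycle genes, 0 were higher and 6 lower at 100 μM beyond array noise (0 and 6 when adjusted over the list alone, 3 and 12 at an unadjusted p under 0.05), with CDK6 at −0.71 (SE 0.11) and TOP2A, a topoisomerase of dividing cells, at −0.61 (SE 0.16). Of 21 genes of cholesterol synthesis, 0 were higher and 4 lower (0 and 4 when adjusted over the list alone, 2 and 7 at an unadjusted p under 0.05), with STARD4 at −0.68 (SE 0.094) and HSD17B7 at −0.51 (SE 0.10). Among 28 targets of p53, 2 were higher and 4 lower (2 and 4 when adjusted over the list alone), with CDKN1A, a cell cycle inhibitor, at 0.59 (SE 0.12) (−0.021 with no scaling) and MDM2 at −0.64 (SE 0.14). Of 75 cytosolic ribosomal protein genes, 5 were higher and 2 lower (5 and 2 when adjusted over the list alone), with a median of 0.027 and, through RPS28, which was under background at 100 μM, a mean of −0.11 (−0.078 with probes near background at their bound). Genes of the citric acid cycle, with 23 members, had 3 higher and 2 lower (3 and 2 when adjusted over the list alone), with IDH3A at 0.63 (SE 0.12) (−0.035 with no scaling) and MDH1 at −0.68 (SE 0.15) over its probes, of which the bright one had −0.10 and the other was under background. Immediate early genes, with 19 members, had 1 higher and 0 lower (1 and 0 when adjusted over the list alone, 2 and 2 at an unadjusted p under 0.05), the higher one being NR4A2 at 1.02 (SE 0.16). Hypoxia genes, with 18 members, had 1 higher and 1 lower (1 and 1 when adjusted over the list alone), ANGPTL4 at 1.03 (SE 0.10) and BNIP3L at −0.55 (SE 0.12).

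Genes of substrate-adherent neuroblastoma cells, with 21 members, had 5 higher and 3 lower (5 and 3 when adjusted over the list alone), with COL5A1 at 0.88 (SE 0.17), YAP1 at 0.87 (SE 0.11) and SNAI2 at −0.84 (SE 0.23), and camera gave an adjusted p = 0.358 with an estimated correlation. Markers of hepatocytes, with 17 members, had 5 higher and 0 lower (6 and 0 when adjusted over the list alone, 6 and 0 at an unadjusted p under 0.05), with ITIH2 at 1.09 (SE 0.20) and APOC3 at 0.95 (SE 0.13), and an adjusted p = 0.272 with an estimated correlation. Their median of 0.25 lay outside the central 95% of random lists with quantile normalization and within it with cyclic loess, median scaling and no scaling, and also without 2 genes that the study had called.

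The median and the mean differed in sign for calcium pumps, channels and stores (0.032 and −0.11), glutamate receptor subunits (−0.036 and 0.033), immediate early genes (−0.042 and 0.05) and heat shock genes (−0.0061 and 0.002). For the glutamate receptor, immediate early, heat shock and reference genes, whose medians were below 0, camera pointed upward without passing. Since median scaling and no scaling lower bright probes and raise dim ones, the lists were also set against random lists of the same brightness under each of these. The targets of NRF2 were at percentile 94.02 with quantile normalization, 88.73 with cyclic loess, 99.99 with median scaling and 99.99 with no scaling. In the same order, ribosomal protein genes were at 78.33, 99.72, 100 and 100, inflammatory genes at 95.78, 97.26, 99.99 and 99.99, heat shock genes at 49.07, 79.70, 97.63 and 97.62, cell cycle genes at 4.81, 3.58, 0.98 and 0.98, and the calcium binding genes of the paper at 95.71, 95.18, 98.21 and 98.20 (99.26 with quantile normalization and probes near background at their bound). The study chose the calcium binding genes on these samples, so their place is not independent evidence. Apart from the 99.26, these lists were within the central 95% with quantile normalization and outside it with median scaling and no scaling. The glutamate receptor subunits (52.89 with quantile normalization and 46.08 with median scaling), calcium pumps (87.34 and 77.59), protocadherins (28.73 and 58.97), glutathione and thiol metabolism (79.31 and 83.74), citric acid cycle (90.36 and 82.23), p53 targets (74.26 and 71.95), immediate early genes (49.52 and 85.75) and metallothioneins (93.92 and 85.84) were within it under both.

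More probes differed by over 2-fold between the control and 10 μM (577 higher and 161 lower) than between 10 and 50 μM (95 and 165) or 50 and 100 μM (214 and 133). The first principal component of the arrays held 34.6% of the variance and the second 19%. Of the 389 probes that the study called, 388 had a fold of the same sign here, and 147 upregulated and 112 downregulated ones were also over 2-fold and monotonic here. All-or-none probes occurred at other doses too. KIF15 had deposited intensities of −1 and 9 in the control and of 1560 to 2920 elsewhere, PTDSS1 had 27536 and 31470 at 10 μM and at most 41 elsewhere, and C21orf90 had 1063 and 1097 at 50 μM and at most 42 elsewhere.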
